A study of Picea glauca and Picea abies with 48 samples. Its data were reported in "Modular organization of the white spruce (Picea glauca) transcriptome reveals functional organization and evolutionary signatures" (2015).

How the data were processed

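Stem secondary xylem of 4-year-old white spruce (*Picea glauca*) and Norway spruce (*Picea abies*) seedlings was profiled on spotted oligonucleotide microarrays. Per the labels, trees were sampled in June, July, August and September, with 6 trees per species and month, which gave 48 arrays in 8 groups. Each array carried amplified RNA of a single tree labelled with a single dye. Group, species, month and replicate number were taken from the sample titles. No array was left without a group, and no pair of arrays held identical values, the highest correlation between 2 arrays being 0.94.

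For each array the authors deposited the scanner's raw median intensity of every spot, the median and standard deviation of the local background intensity, and a mark for spots rejected in image analysis. These intensities had not been background-subtracted or normalized. Each array held 34992 spots. Of these, 32888 carried no name, 1908 were empty or buffer spots and 196 were blank wells. The files used here do not pair the spots with genes, so counts below are of spots, called probes, and not of genes. Several probes may belong to the same gene. The gene lists and the rule for naming genes that had been drawn up for the tissue were therefore not applied, and individual probes are named only as examples, chosen after their values were seen.

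The authors also deposited a table of processed log2 values. In the methods of the study, rejected spots were removed and the data normalized as in earlier work. In all 48 columns the deposited log2 values rose one-to-one with spot intensity minus background, floored at 1 before the logarithm, and all arrays shared a common maximum. The values were not centred by gene. The normalization method itself is not given in the sources used here. Array medians of the processed values ran from 3.36 to 5.02, and the share of probes at the floor ran from 2.79% to 77.0%. These values served as an alternative.

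Starting from the raw intensities, background was corrected with limma 3.58.1 in R 4.3.3 by the normexp method with an offset of 50, fitted on all spots. Values were then quantile-normalized between arrays over the unnamed spots on the log2 scale. Rejected spots, 33 to 268 per array, were set to missing. A probe was kept when its background-subtracted intensity was above the 95th percentile of the empty and buffer spots of the same array on at least 6 arrays. This left 16584 probes, 50.4% of the unnamed spots. The same filter was passed by 95 of 196 blank wells and 194 of 1908 empty or buffer spots. It thus did not set the unnamed spots apart from blank wells, and a probe that passed it is not thereby shown to be expressed. Between 5.50% and 45.4% of the unnamed spots were above that threshold on a single array, with a median of 25.3%. The number of arrays, and the low signal over background on many of them, limit the precision.

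A linear model with a mean for each of the 8 groups was fitted to all 48 arrays, with empirical Bayes moderation and an intensity trend (lmFit and eBayes). The study's methods name an analysis of variance with species and time as factors, and the moderated F test of the month contrasts averaged over both species is its array counterpart. Moderated contrasts compared adjacent months, September with the mean of June and July, and Norway spruce with white spruce. A further F test addressed the interaction of species and month. Adjusted p-values are by the Benjamini-Hochberg method over all probes tested, with a threshold of 0.05, and a probe below it is described as called. Log2 changes are given on the background-corrected scale with the offset, which understates changes of dim probes. The p-values measure the spread between individual trees within groups, which includes differences between arrays and scans. The fit treats the arrays as independent. Deviations of arrays of different groups that shared a scan had a mean correlation of 0.36, so shifts shared within a scan are not fully covered by the p-values.

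The scanner files gave 12 scan dates, numbered here in order. The first 5 dates held 17 arrays and the last 7 held 31 arrays. They are called earlier and later scans. Most scans held several groups, so each comparison was repeated with the scan as a block. September against June-July, September against August and the species effect were also read within scans that held both sides. For the within-scan values, probes were called on the other scans and their signed change was then read on the arrays of the scan left out.

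A season score was computed for each tree from probes called for September against June-July in the other species alone. It is the mean log2 deviation of the probes that were higher in September minus that of the probes that were lower, divided by 2. White spruce was scored on 269 higher and 30 lower probes, and Norway spruce on 406 higher and 135 lower probes. Scores were compared by two-sided exact permutation tests, with Benjamini-Hochberg adjustment over the 18 comparisons made. Permutation tests with 10 or more arrays in each group used 100000 resamples. Intervals for the position of August on the way from June-July to September are 95% bootstrap intervals from 2000 resamples of trees within groups. Intervals of shares of control spots are exact binomial intervals at 95%. For their comparison, each control spot past the filter was matched to the 100 gene probes nearest in mean normalized intensity, a step added after the calls of the control spots had been seen. Scores and permutation tests were computed in Python 3.11.15 with scipy 1.17.1.

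The model fit was tested on simulated data of 16584 probes, some of which were changed by known amounts in September. On the log2 scale, 37.3% of 67 probes changed by 0.5 were recovered, 74.6% of 67 changed by 1 and 95.5% of 66 changed by 2. Of 149 probes called, 11 (7.38%) had not been changed, somewhat above the nominal share. The simulated noise was independent between probes and arrays and held no deviations shared within scans. Its size differed between arrays, following a weight estimated for each array, whereas the tested fit gave all arrays the same weight. Background correction, normalization and the filter were not rerun. These shares therefore describe the fit under such noise and not the whole procedure on these arrays.

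The groups, tests and main list of alternatives were chosen before the data were examined. They covered the background correction, normalization by the 75th percentile or cyclic loess, the deposited processed values, the filter on dim probes, rejected spots, an unmoderated analysis of variance, the scan date and the replicate number as blocks, array weights, and each array left out in turn. The brightest probe of each gene and the tests of gene lists could not be run without gene names. A further 5 alternatives were added after seeing the data: the scan date as a random block, the share of probes above the threshold as a covariate, the later scans alone, array weights together with the scan date as a block, and a filter on the local background in place of the control spots.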

Results

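The data describe transcript levels in stem secondary xylem, the wood-forming tissue inside the vascular cambium, over a growing season. Conifers form earlywood during rapid early growth and latewood later in the season, and the sampling months address how the transcriptome of the tissue changed between these phases in white and Norway spruce. There were 6 trees, each on its own array, for each species in June, July, August and September. The share of probes above the control threshold ranged from 5.50% to 45.4% between arrays. It was 15.2% ± 8.96 (SD, n = 17) on arrays of the earlier scans and 30.2% ± 9.56 (SD, n = 31) on arrays of the later scans (two-sided permutation test, p = 4.0e-05, adjusted p = 0.00016 over 4 comparisons). That test took the arrays as independent although they came from 12 scan dates. The later scans were also set apart after seeing the data, so its p-value is only descriptive. The earlier scans held 4 of 12 June arrays, 3 of 12 July arrays, 7 of 12 August arrays and 3 of 12 September arrays. August averaged 20.9% ± 12.0 (SD, n = 12) against 26.2% ± 11.5 (SD, n = 36) in the other months, a difference within the spread between arrays (permutation test, p = 0.171).

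**Figure D1:**
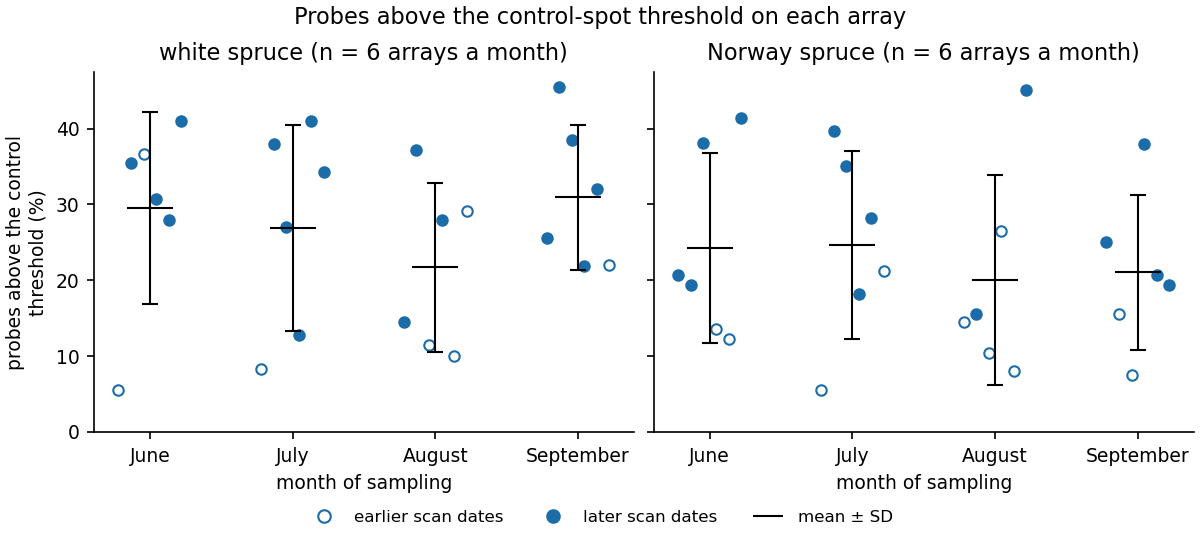
Share of probes above the control threshold (%, y axis) on each of the 48 arrays by month of sampling (x axis) and species, with open points for earlier and filled points for later scan dates and bars for mean ± SD (n = 6). Arrays ranged from 5.50% to 45.4%, with means of 15.2% in the earlier and 30.2% in the later scans.

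Transcript levels changed between early summer and September in both species. Comparing September with the mean of June and July, 1788 of 16583 probes were called, of which 1034 were higher in September and 754 were lower. The probes that rose did so by a median of 0.73 on the log2 scale, 1.66-fold, and 334 of them rose by more than 2-fold. The probes that fell did so by a median of 1.77-fold, and 301 of them fell by more than 2-fold. The median standard error of a probe's change was 0.17. At an unadjusted p below 0.05 there were 4124 probes, and 1788 remained after Benjamini-Hochberg adjustment in limma.

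The probe with the largest rise among those above the threshold on at least 3 arrays of every group, spot 6742, had a mean normalized log2 intensity of 13.09 ± 1.53 (SD, n = 12) in September and 6.98 ± 0.71 (SD, n = 24) in June-July, and was above the threshold on 12 of 12 September arrays and 16 of 24 June-July arrays. This difference of 69.1-fold (limma adjusted p = 1.1e-15) was seen in both species, with log2 changes of 6.41 in white spruce and 5.81 in Norway spruce. Spot 17675 rose 29.0-fold (log2 change 4.86, SE 0.53, limma adjusted p = 2.4e-09), being above the threshold on 12 of 12 and 22 of 24 of these arrays. Spot 9402 was among the probes that fell most and was 10.9-fold lower in September (log2 change -3.44, SE 0.58, limma adjusted p = 3.0e-05), being above the threshold on 6 of 12 September arrays and 22 of 24 June-July arrays. All 12 September arrays lay beyond the June-July median in the direction of the change for each of these 3 spots. The files used here do not pair the spots with genes.

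Under the other settings the count moved by more than 1.5 times with array weights, to 3081, and with array weights together with the scan date as a block, to 1045, as well as when fewer probes were tested. With the scan date as a block alone 1315 probes were called, 746 higher and 569 lower. They included 1145 (64.0%) of the 1788, all of which kept their direction, and the median size of the change was 0.73 against 0.76 without the block. Within each of the 5 scans that held both sides, most probes called on the other scans changed in the same direction, from 68.2% of them in scan 12 to 95.2% in scan 11. The median signed change was 0.20 in scan 1 (2 September and 2 June-July arrays) and 0.97 in scan 11 (3 and 2 arrays). It was 0.19 in scan 9 (1 and 6 arrays), 1.10 in scan 10 (1 and 5 arrays) and 0.27 in scan 12 (1 and 2 arrays), where September was a single array. In scan 12 the September array was of white spruce and the June-July arrays of Norway spruce. Its value thus rests on the species means taken from the other scans. In scans 1, 9 and 10 the September arrays, and in scan 11 the June-July arrays, were of a single species and the other side of both. Blank wells that passed the same filter were called in 7 of 95 cases (7.37%, 95% interval 3.01 to 14.6) and empty or buffer spots in 9 of 194 (4.64%, 95% interval 2.14 to 8.62), against 10.7% of gene probes in the same fit. Without adjustment 24.2% of the blank wells, 11.3% of the empty or buffer spots and 24.8% of the gene probes had p below 0.05. The balance of directions varied with the scaling of the arrays. The share of called probes that were higher in September was 57.8% after quantile normalization, 67.7% after scaling to the 75th percentile, 69.5% after cyclic loess and 47.2% in the authors' processed values. Among the 251 probes above the threshold on all arrays 31 were called, 11 higher and 20 lower (35.5% higher).

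**Figure D2:**
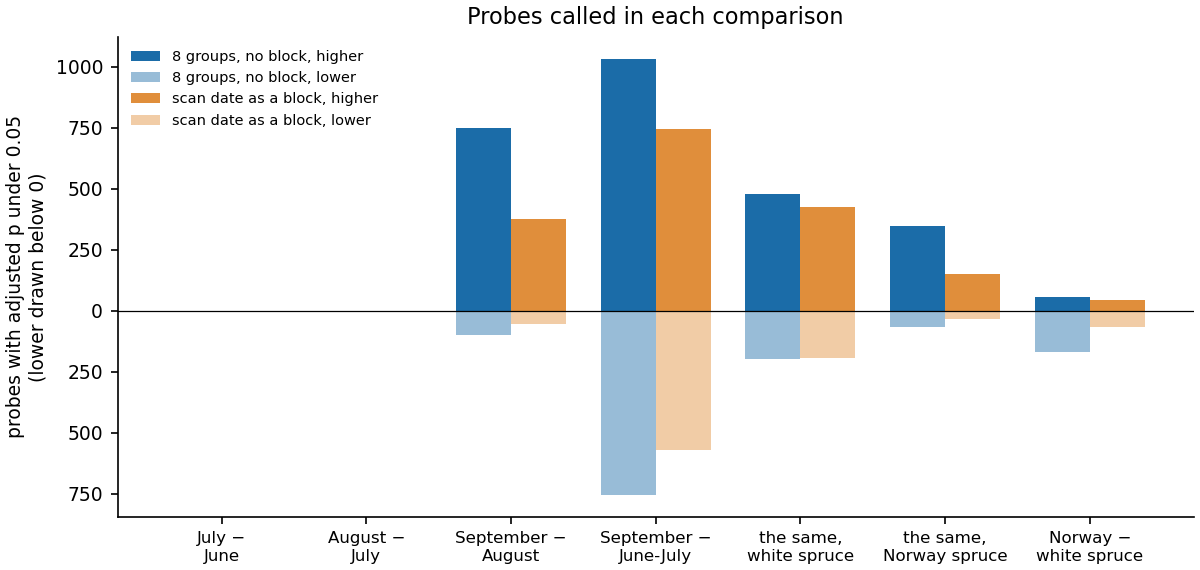
Number of probes with adjusted p under 0.05 in each comparison (y axis, probes lower in the first-named group drawn below 0), from the model of 8 groups and with the scan date as a block. September against June-July had the most calls, 1034 higher and 754 lower, against 0 for July against June and 1 for August against July.

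The month-to-month comparisons address when in the season the change took place. No probe was called between June and July with limma, where 316 probes had an unadjusted p below 0.05, and the unmoderated analysis of variance also called 0. With array weights 78 probes were called, 76 of them lower in July, and 4 with array weights together with the scan date as a block. Between July and August a single probe was called, although 2103 had an unadjusted p below 0.05. This probe, spot 2041, chosen after its value was seen, was 5.09-fold lower in August (log2 change -2.35, SE 0.37, limma adjusted p = 0.00128) and below the July median on 12 of 12 August arrays. It was above the threshold on 9 of 12 August arrays and 11 of 12 July arrays. Its log2 change with the scan date as a block was -1.75 (adjusted p = 0.0476). With single arrays left out, between 1 and 12 probes were called from July to August. Between August and September 847 probes were called, of which 750 rose by a median of 0.84 on the log2 scale and 97 fell. The number that fell ranged more widely than the total when single arrays were left out, being 52 without white spruce September replicate 4 and 169 without replicate 6.

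With the scan date as a block the August to September count was 428, 357 of them among the 847. All 847 kept their direction, with a median change of 0.70 against 0.80 without the block. Within the 3 scans that held both months, between 71.5% and 87.9% of the probes called on the other scans changed in the same direction, and the median signed change was 0.28 in scan 1 (2 September and 2 August arrays), 0.18 in scan 3 (1 and 1) and 0.67 in scan 6 (1 and 2). Scan 3 set white spruce September against Norway spruce August, so its value rests on species means from the other scans. In scans 1 and 6 September was Norway spruce alone and August held both species. On the other scans the same probes had medians of 0.88 to 0.93. The share of higher probes in this comparison was 88.5%, and it was 100% of 163 probes after scaling to the 75th percentile and 78.4% in the authors' processed values. In the arrays of the later scans alone, with 5 August arrays, it was 59.8% of 405 probes.

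Over all months the season effect was called for 1063 of 16581 probes (6.41%), and for 559 with the scan date as a block. It was called for 425 after scaling to the 75th percentile, 550 after cyclic loess, 1728 without the filter on dim probes and 5123 with array weights. Of the 1063 probes, 668 (62.8%) had their highest month mean in September, 363 (34.1%) in June or July and 32 (3.01%) in August. Their lowest month mean was in June or July for 403 probes (37.9%), in August for 324 (30.5%) and in September for 336 (31.6%). The shares of peak months moved with the scaling, September holding 77.4% after scaling to the 75th percentile and 51.9% in the authors' processed values. The order turned under 2 alternatives. With array weights 46.7% peaked in June or July and 29.9% in September, and among the probes above the threshold on all arrays 52.6% and 42.1% did.

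The season score, computed for each species from probes called in the other, placed single trees along this course. In white spruce it averaged -0.52 ± 0.29 (SD, n = 12) in June-July, 0.07 ± 0.21 (SD, n = 6) in August and 0.97 ± 0.61 (SD, n = 6) in September, where 1 tree scored -0.18. September was above August (exact permutation test, p = 0.0130, adjusted p = 0.0180) and August above June-July (exact permutation test, p = 0.000754, adjusted p = 0.00194). Norway spruce averaged -0.31 ± 0.25 (SD, n = 12) in June-July, -0.09 ± 0.20 (SD, n = 6) in August and 0.71 ± 0.18 (SD, n = 6) in September. All 6 September trees were above every August tree (exact permutation test, p = 0.00216, the smallest p that 6 against 6 allows), whereas the difference between August and June-July did not pass the threshold (exact permutation test, p = 0.0806).

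Probes that fell and probes that rose were also scored apart. In white spruce, the falling probes averaged -0.42 ± 0.40 (SD, n = 6) in August and 0.68 ± 0.55 (SD, n = 12) in June-July (exact permutation test, p = 0.000862, adjusted p = 0.00194). The rising probes averaged -0.27 ± 0.12 (SD, n = 6) in August and -0.37 ± 0.06 (SD, n = 12) in June-July (exact permutation test, p = 0.0493, adjusted p = 0.0634). Norway spruce showed no difference between August and June-July past the threshold for falling probes (exact permutation test, p = 0.104) or rising probes (exact permutation test, p = 0.916).

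**Figure D3:**
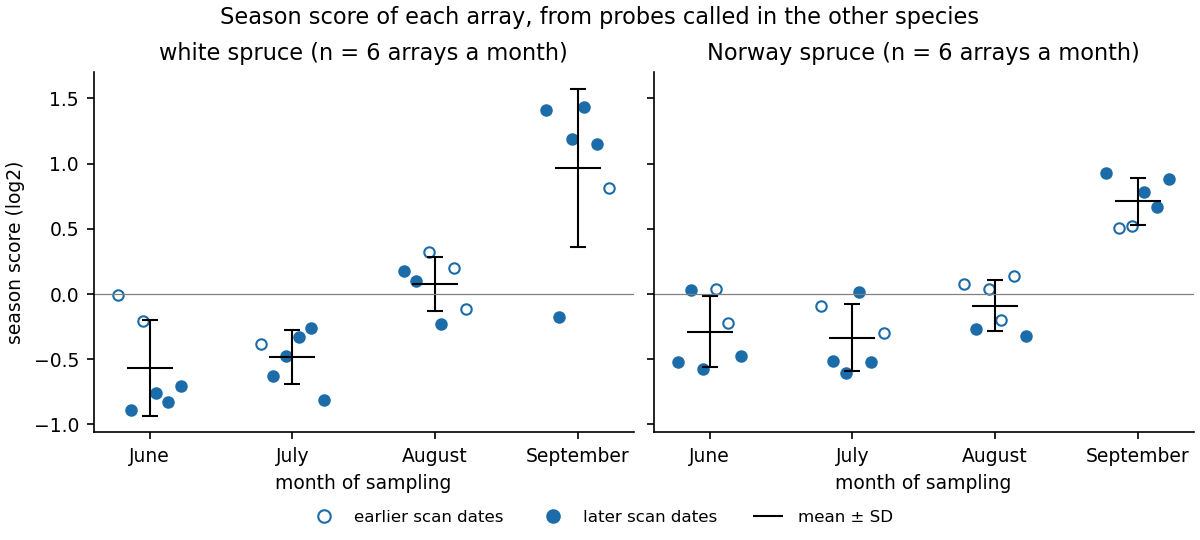
Season score (log2, y axis) of each of the 48 trees by month (x axis) and species, with open points for earlier and filled points for later scan dates and bars for mean ± SD (n = 6). Scores averaged 0.97 in white spruce and 0.71 in Norway spruce in September, and 1 white spruce September tree had a score of -0.18.

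The seasonal change was compared between the species. In white spruce 674 probes were called between September and June-July, 479 higher and 195 lower, with median changes of 1.06 and -1.36 on the log2 scale. In Norway spruce 415 probes were called, 349 higher and 66 lower, with median changes of 1.06 and -1.24. Of the probes called in white spruce 637 (94.5%) changed in the same direction in Norway spruce, by a median of 0.65, and of those called in Norway spruce 409 (98.6%) changed in the same direction in white spruce, by a median of 0.83. Over all probes tested, called or not, 70.1% had the same direction in both species. There were 166 probes higher in September in both species and 29 lower in both, where independent lists would share 10.1 and 0.776, and 0 were called in opposite directions. Both lists come from the same fit with a spread shared by the species for each probe, so independent lists are only a rough yardstick. Across probes, which are not independent replicates, the changes in the 2 species had a Pearson correlation of 0.70 and a Spearman correlation of 0.58, and the Pearson correlation was 0.72 with the scan date as a block.

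**Figure D4:**
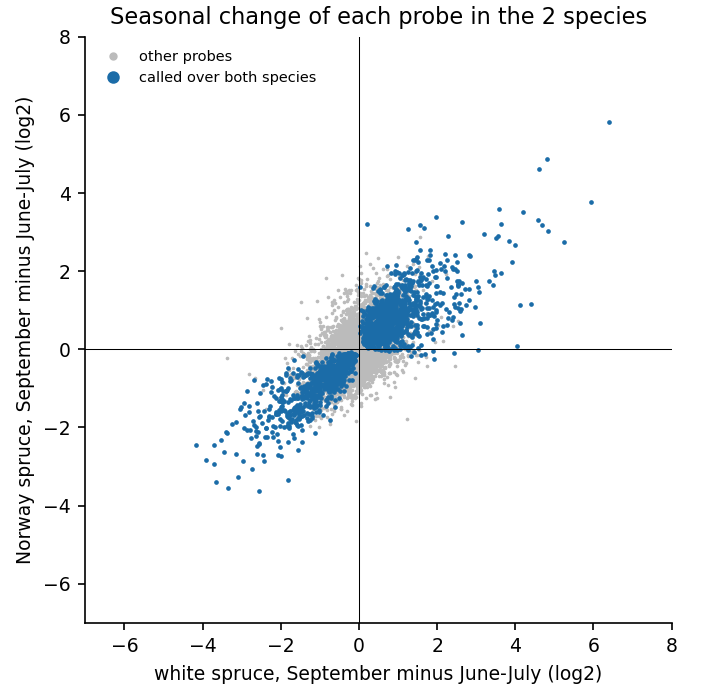
Log2 change from June-July to September of each of the probes tested in white spruce (x axis) and Norway spruce (y axis), with the 1788 probes called over both species in blue. The changes had a Pearson correlation of 0.70 across probes.

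With the scan date as a block 620 probes were called in white spruce and 186 in Norway spruce. They included 483 (71.7%) of the 674 and only 167 (40.2%) of the 415. All of the 674 and of the 415 kept their direction, with median changes of 1.09 against 1.14 in white spruce and 1.01 against 1.07 in Norway spruce. The medians within scans were 0.24 (scan 9) and 1.22 (scan 10) in white spruce, each with 1 September and 4 June-July arrays. In Norway spruce they were 0.54 (scan 1, 2 and 1 arrays) and 0.77 (scan 11, 2 and 2 arrays). On the other scans the same probes had medians of 1.36 and 1.26 in white spruce and 1.25 and 1.13 in Norway spruce. The Norway spruce count was 14 after scaling to the 75th percentile and 41 after cyclic loess, all of them higher, and 464 in the authors' processed values, of which 65.5% were higher against 84.1% of the 415. In white spruce the share of higher probes was 71.1%, against 80.2% after scaling to the 75th percentile and 51.4% in the authors' processed values, and among the probes above the threshold on all arrays 3 were higher and 14 lower. The number of lower probes in white spruce, 195, ran from 74 to 335 when a September tree of that species was left out. Leaving out 1 of the September trees of Norway spruce brought the count of 415 down to 267 (replicate 5) or 265 (replicate 6).

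A difference in count between the species is not a test of a different response. In that test 10 probes had a September to June-July change that differed between the species, all with a lower change in Norway spruce, and 6 probes were called for the interaction of species and month, where 497 had an unadjusted p below 0.05. With the scan date as a block 1 probe was called for the interaction, and the unmoderated analysis of variance called 0. Array weights gave 1287, and 12 together with the scan date as a block. With single arrays left out, the interaction count ran from 0 to 16.

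Levels over the 4 months were compared between the species on an array whose probes were designed on white spruce sequences. Norway spruce differed from white spruce for 224 of 16581 probes, 57 of them higher, by a median of 0.66 on the log2 scale, and 167 lower, by a median of 1.47-fold. With the scan date as a block 109 probes were called, 45 higher and 64 lower, and 83 of them were among the 224. All 224 kept their direction, with a median change of 0.53 against 0.58. Within the 9 scans that held both species, the median change in the direction called on the other scans ran from 0.02 (scan 11, 4 Norway and 1 white spruce arrays) to 0.62 (scan 7, 1 and 1). On the other scans the same probes had medians of 0.58 to 0.67. The sides of a scan could differ in month, so the values rest on month means from the other scans. In scan 11 the white spruce array was of September and the Norway spruce arrays of June, July and September. In the 3 scans with at least 2 arrays of each species it was 0.15 (scan 1), 0.53 (scan 8) and 0.49 (scan 9). The direction depended on the scaling. Probes lower in Norway spruce made up 74.6% of the calls after quantile normalization, 73.7% in the authors' processed values, 67.4% after cyclic loess and 39.2% after scaling to the 75th percentile.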

Values the study reported

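The study reported 1366 genes with significant variation over the season in both spruces, at an adjusted P-value below 0.05, which it grouped into clusters of 41 to 507 genes. Transcript levels were described as unchanged between June and July. In August they were described as stable for 726 genes or as progressively changing for 547 genes, with a marked change from August to September. By seasonal preference, 51% and 43% of the genes were assigned to June-July and September, and August held 3%. The array was stated to interrogate 23 853 genes.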

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

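The tests of normalization and scan date for the direction of the species effect, the scan block for September against June-July, the gene probes matched in brightness to control spots, the signal covariate, the later scans alone and the scan block in shuffled splits were chosen after the data had been seen, and the other tests beforehand.

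If scan dates were the whole cause of the probes called for September against June-July, most calls would end with the scan date as a block, but 64.0% of the 1788 were still called and all kept their direction. The lowest of the 5 within-scan medians was 0.19, in a scan with 1 September array (white spruce replicate 2), and the 2 scans with at least 2 arrays on each side had 0.20 and 0.97. On the other scans the same probes had medians of 0.78 to 0.88. Scans 1, 9 and 12 lay below this range and scans 10 and 11 above it. With the share of probes above the threshold as a covariate 100% of the 1788 probes were still called, but this leaves brightness open, since that share was much alike on both sides (26.0% in September and 26.3% in June-July, permutation test, p = 0.933) and adjusting for it could hardly end a call. Spot, print or normalization artefacts stay open as an explanation of part of the calls: control spots were called at 5.54% with an upper bound of 8.84%, below the 10.7% of gene probes, but this pool holds 194 empty or buffer spots and only 95 blank wells, whose own bound of 14.6% lies above the 11.8% of gene probes of like brightness. How many of the calls reflect a seasonal change in the tissue therefore stays open. A difference by month was seen in both species, with 166 probes higher in both, 29 lower in both and 0 called in opposite directions.

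Shuffling the month labels within species bears on whether other groupings of the arrays give as many probes. For September against June-July 1 of 100 splits, the real one, reached 1788 probes, and the highest of the others gave 11. Likewise 1 of 100 splits reached the real count for the season effect (1063, highest other 328), September against August (847, highest other 53), and September against June-July in white spruce (674, highest other 608) and Norway spruce (415, highest other 73). The species effect, with species labels shuffled within months, also had 1 of 100 (224, highest other 3). When the scan date was a block in every split, the real count was reached by 1 of 100 splits for September against June-July (1315, highest other 121), the season effect (559, highest other 507), white spruce (620, highest other 4), Norway spruce (186, highest other 178) and the species effect (109, highest other 2), and by 2 of 100 for September against August (428, highest other 1081). Chance is thus unlikely for those counts apart from September against August, although 1 of 100 is the smallest share that these splits can give and was not adjusted over the counts. Single splits came close to or above the real count with the block, and close to it in white spruce without the block. Chance is not made unlikely for August against July (1 probe, reached by 8 of 100 splits, highest other 912). For July against June the real count was 0, which 100 of 100 splits reach whatever the data (highest other 734), so the splits decide nothing there. Month labels were shuffled over all months, so a split can place September trees unevenly and carry the September change into these comparisons. The splits are therefore no clean test of August against July, nor of September against August, and draw no conclusion on chance for the latter. Whether this gave the splits with 734 and 912 probes, far above the real counts, was not tested. The scan date alone did not, since with it as a block those splits called 1227 and 1347.

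A difference between the species in the seasonal change drew attention because the test of the difference itself called probes. There were 10 probes with a different September to June-July change, all lower in Norway spruce, and 6 for the interaction of species and month. As many as 6 were called in 7 of 100 splits with species labels shuffled within months, and the highest of the other splits gave 1160, which fell to 2 with the scan date as a block. Chance is therefore not excluded for the 6 probes.

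The direction of the species effect, with 74.6% of 224 probes lower in Norway spruce, depended on the processing. Scaling to the 75th percentile left 39.2% of 143 probes lower, and the later scans alone left 48.8% of 86, so normalization and scan date each remain a possible explanation of the imbalance. Against this, cyclic loess kept 67.4% and the scan date as a block 58.7% lower, while array weights together with that block left 46.5% of 260. Weaker hybridization of Norway spruce RNA to probes made from white spruce sequences is another explanation and was not tested here.

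Control spots held signal that no comparison uses. Blank wells were brighter than the empty and buffer spots on 48 of 48 arrays. Over arrays, their median intensity above background was 9 (scanner units), against 1 for the empty and buffer spots and 11 for gene spots, and it was above that of gene spots on 22 arrays. Among control spots that passed the filter, 16 were called for September against June-July, 7 of 95 blank wells (7.37%, 95% interval 3.01 to 14.6) and 9 of 194 empty or buffer spots (4.64%, upper bound 8.62). The 100 gene probes nearest in brightness to each control spot were called at 11.8% for the blank wells and 10.7% for the empty or buffer spots. Without adjustment 24.2% of the blank wells had p below 0.05, against 26.7% of the matched gene probes, and 11.3% of the empty or buffer spots, against 25.5%.

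Of 24 groups and measures tested for an array far from the others, 2 held one, where chance gives about 1 in 20. White spruce June replicate 1 had 5.50% of probes above the threshold, its gap to the next array being 0.633 of the range of the group. White spruce June replicate 3 had a median foreground intensity of 1724 against 26 to 76 in the other arrays of the group, a gap of 0.971 of the range, and 245 saturated probes.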

How the results depend on the processing

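The scan date as a random block, the signal covariate, the later scans alone, array weights together with the scan block and the filter on local background were tests chosen after seeing the data. In all, 16 alternatives were applied to 12 results, and each of 48 arrays was left out in turn. September against June-July stayed within 1.5 times of 1788 under 13 of the 16 alternatives, and July against June stayed at 0 under 14. Removal of background correction, keeping rejected spots, the scan date as a random block and the local background filter moved no result by more than that. Only 251 of 16584 probes were above the threshold on all 48 arrays. The cause was not tested for any change below unless stated.

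After scaling to the 75th percentile the season effect had 425 probes, August against July 0, September against August 163, Norway spruce 14, the species effect 143 and the interaction 1, and the peak shares were 21.2% in June-July, 1.41% in August and 77.4% in September. After cyclic loess the same results were 550, 0, 292, 41, 86 and 2 probes and shares of 24.7%, 1.09% and 74.2%. In the authors' processed values August against July had 7 probes and the interaction 1, with shares of 43.5%, 4.61% and 51.9%.

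Without a filter on dim probes the season effect had 1728 probes, September against August 1450, white spruce 1020 and the species effect 350, with peak shares of 26.9% in June-July and 11.8% in August. With only the 251 probes above the threshold on all arrays, where fewer probes were tested, there were 19 for the season effect, 31 for September against June-July, 0 for August against July, 14 for September against August, 17 in white spruce, 6 in Norway spruce, and 0 for both the species effect and the interaction, with shares of 52.6%, 5.26% and 42.1%. The direction turned among them, with 11 higher and 20 lower (35.5% higher) for September against June-July and 3 higher and 14 lower (17.6% higher) in white spruce. The unmoderated analysis of variance called 2 probes for August against July and 0 for the interaction.

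With the scan date as a block the season effect had 559 probes, September against August 428, Norway spruce 186, the species effect 109 and the interaction 1, with peak shares of 29.0% in June-July and 67.3% in September. The later scans alone, with fewer arrays, gave 405 for September against August, 86 for the species effect and 1 for the interaction, with shares of 27.7% in June-July and 11.2% in August. With the share of probes above the threshold as a covariate, August against July had 2 probes and white spruce 1016, with shares of 40.8% in June-July and 55.1% in September.

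Array weights moved every count, to 5123 for the season effect, 3081 for September against June-July, 78 for July against June, 30 for August against July, 1279 for September against August, 1039 in white spruce, 1189 in Norway spruce, 394 for the species effect and 1287 for the interaction, with shares of 46.7%, 23.4% and 29.9%. The highest weights, 3.58 to 4.85, fell on white spruce June replicates 2, 4 and 5, which share scan 10. Array weights together with the scan date as a block gave 547 for the season effect, 1045 for September against June-July, 4 for July against June, 0 for August against July, 298 for September against August and 12 for the interaction, with shares of 27.6% in June-July and 68.6% in September.

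The replicate numbers do not pair the trees. Arrays with the same number in other months of a species had deviations with a mean correlation of -0.026, against 0.0048 for other numbers, and 8 of 48 arrays correlated best with their own number. With the replicate block the interaction had 2 probes, and no other count moved by more than 1.5 times. Arrays of different groups that shared a scan had a mean correlation of 0.36.

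With single arrays left out, the interaction ran from 0 to 16 probes. It was 11, 16, 1 and 3 without white spruce September replicates 1, 2, 3 and 5, and 0, 0, 3, 1 and 0 without Norway spruce September replicates 1, 2, 3, 5 and 6. August against July ran from 1 to 12 probes, with 12 without Norway spruce July replicate 1, 7 without its replicate 6, 6 without white spruce July replicate 1, 4 without white spruce September replicate 2, 3 without white spruce June replicates 3 and 6, July replicate 5 or Norway spruce August replicate 6, and 2 without white spruce June replicate 1, August replicates 1 and 4 or Norway spruce June replicates 2 and 6, August replicate 2 or September replicate 4. Norway spruce ran from 265 to 510, with 267 and 265 without September replicates 5 and 6. The peak shares ran from 28.0% to 39.2% in June-July, 2.09% to 5.19% in August and 57.5% to 68.8% in September. For August the share was 5.19% and 4.67% without Norway spruce August replicates 2 and 6. The other 6 totals stayed within 1.5 times of their value whichever array was left out, but the numbers of lower probes moved more. In white spruce 195 became 80, 335, 97, 74, 125 and 114 without September replicates 1 to 6 in turn. In Norway spruce 66 became 42 without July replicate 3, and 32, 41, 29 and 29 without September replicates 1, 2, 5 and 6. For September against August 97 became 60, 52 and 169 without white spruce September replicates 1, 4 and 6, and 60 without Norway spruce September replicate 1. For September against June-July 754 became 501 without white spruce September replicate 1.

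The brightest probe of each gene, the gene lists with their set tests (camera, fry) and the named genes were not run, because the files used here do not pair probes with genes.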

Other observations

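The later scans were set apart after seeing the data, the tests by species of the position of August and of the gap between falling and rising probes were chosen after their values were seen, and the tests over both species before their values in the later scans were seen.

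White spruce September replicate 2 had the lowest season score of its group. It scored -0.18, against 0.81 to 1.43 in the other 5 trees, a gap of 0.616 of the range of the group, which is just below the critical value for 6 trees, while 45.4% of its probes were above the threshold, the highest share of the 48 arrays. Its falling probes averaged 0.56, against -1.34 to -1.09 in the other trees, and its rising probes averaged 0.20, against 0.53 to 1.53. Without this array 934 probes in place of 674 were called in white spruce, 1248 in place of 1063 for the season effect and 16 in place of 6 for the interaction. Those rising probes were above every white spruce tree of June-July (highest -0.24) and August (highest -0.10), as its label says, while its falling probes lay within the range of June-July (-0.36 to 1.34). The array was kept in September as labelled, and a wrong label was not tested further.

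The position of August on the way from June-July (0) to September (1), over both species, was 0.33 (95% interval 0.21 to 0.46), with 0.40 (0.25 to 0.63) in white spruce and 0.22 (0.02 to 0.40) in Norway spruce. In the later scans alone it was 0.26 over both species. The test set beforehand, a bound below 0.5 there, decides nothing. It assumed that dim arrays hold the position down, which the following white spruce scores do not show. June replicate 1 (5.50% of probes above the threshold) scored -0.01, against -0.89 to -0.21 in the rest of its group. Its falling probes averaged -0.36, against 0.05 to 1.34, while its rising probes (-0.38) lay within the range of the others. August replicates 3 (11.5%) and 5 (9.96%) scored 0.32 and 0.20, against -0.23 to 0.17 in the rest of that group. By species, the position of August in the later scans stayed at 0.40 (0.24 to 0.67) in white spruce, which argues against the earlier scans as its whole cause there. It was 0.082 (-0.08 to 0.19) in Norway spruce, where dim arrays remain a possible explanation. The later scans still held August arrays with a low share of probes above the threshold, white spruce replicate 1 (14.5%) and Norway spruce replicate 2 (15.6%). The other later August arrays had 28.0% to 45.1%. These low shares went with high control thresholds (67 and 78.3). The median intensity above background was 24 and 13 on these arrays, against 1 to 4 on August arrays of the earlier scans. Leaving out the earlier scans thus removed the August arrays of lowest intensity, but not all those with a low share. A course in which the whole change came after the August sampling is argued against by white spruce, where the August score differed from June-July (exact permutation test, adjusted p = 0.00194). There the 30 falling probes differed (exact permutation test, adjusted p = 0.00194), and the 269 rising probes did not pass the threshold (exact permutation test, adjusted p = 0.0634). For rising probes that course therefore stays open. In Norway spruce the August score did not differ from June-July past the threshold (exact permutation test, adjusted p = 0.0967), which leaves that course open there. The later scans hold only 5 August arrays, 3 of white spruce and 2 of Norway spruce.

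Over both species, falling probes were further along in August than rising probes, a gap noticed in these data. Their positions were 0.56 (95% interval 0.36 to 0.79) and 0.04 (95% interval -0.03 to 0.11). In the later scans alone the gap was 0.28 over both species (lower bound 0.18), and 0.50 in white spruce (lower bound 0.35). This argues against the earlier scans as its whole cause in white spruce, though an August array with a low share of probes above the threshold remained. For Norway spruce the gap was 0.39 (95% interval -0.10 to 0.81) in all arrays and -0.0019 (95% interval -0.25 to 0.14) in the later scans, so dim arrays remain a possible explanation in that species, where the interval rests on 2 August arrays. One hypothesis is that transcripts of early-season wood formation may decline in white spruce before those of the late season rise, and without gene names it was not tested against the identity of the probes.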
